A study of Homo sapiens with 12 samples.

How the data were processed

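RNA was measured by sequencing in IMR90 cells, an established line of human lung fibroblasts. Per the labels' protocols, RNA was extracted with TRIzol and captured by its poly(A) tail. The labels gave 4 groups of 3 samples: proliferating cells without treatment, and irradiated cells that received DMSO, palbociclib or ruxolitinib. Irradiated cells had received 20 Gy over 10 min. The inhibitors were given at 2 µM on days 4, 6, 8 and 10, and the irradiated cells were harvested on day 11 after irradiation, per the labels.

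The authors deposited a single table of normalized gene counts, a signal that is never negative, with 1 row per Entrez gene and 12 columns of values. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or the header, so no coordinates are given. In each column every value above 0 was a whole multiple of what 1 read was worth there, at a tolerance of 0.01. This held for 160380 of 160380 values (100%). The deposited values were therefore gene read counts divided by a factor per library, and whole reads were recovered from them. In library A116 a read was worth 0.990, close enough to 1 that this column alone says little, but its values followed the same steps. Median-of-ratios size factors computed on the recovered reads differed by -1.37% to 2.68% from the deposited factors. The table held 16383 genes in ascending Entrez order and ended at gene 140467. Up to that number it listed 15228 of 15258 protein-coding genes of the RefSeq annotation (99.8%). Another 4794 of the 20052 protein-coding genes (23.9%) have higher numbers and were not analysed here, so the totals below are those of the listed genes and not full library depths.

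Column names carried the group and a library number from A116 to A127, but no replicate number, so each column was assigned to its group only. Libraries are named below by that number. The recovered reads per library ranged from 14106799 to 21762412, and no replicate pair agreed within counting noise, so all 12 libraries were kept as separate samples.

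Tests were run with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a linear model of 4 group means over all 12 libraries, moderated variances that follow the mean level, and Benjamini-Hochberg adjustment. Genes with a mean of at least 10 normalized counts were tested, 11242 in all. A gene was called at an adjusted p under 0.05. All adjusted p-values for genes come from this limma fit unless another tool is named, and every fold change is on the log2(value + 1) scale, which understates the change of low genes. Where all libraries of a group had 3 reads or fewer, the fold is given as a lower bound computed against 3 reads. Gene sets were 10 lists written before the data were examined, tested with camera at a preset inter-gene correlation of 0.01 and adjusted over the 40 tests of 10 sets and 4 comparisons. The value given for a set is the median log2 fold change of its tested genes. A list of 40 marker genes was also written before the data were examined. Of these, 39 were tested. Genes named in the text follow a rule fixed before the data were examined: the 5 largest increases and the 5 largest decreases per comparison among called genes with a mean of at least 100 in the higher group, groups that do not overlap and a gene symbol, given in order of rank and not always in full, plus the markers and set members. Outside this rule, PCK2, ASNS, ATF3, DDIT3, TNFRSF10A and NAP1L4 are named in the observations and were chosen after their values were seen or as members of a list or family tested there.

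The effects of the inhibitors were related to the effect of irradiation across genes. Because the DMSO libraries enter several effects, correlations with the effect of irradiation are given beside the values from 100 simulated data sets in which the inhibitors had no effect. Simulated ranges hold the middle 95% of these values. The simulation first used one spread per gene for all groups. Its result for the palbociclib and ruxolitinib effects was seen before a second version was made, in which the spread of each gene was scaled per group. Both are reported. How a correlation is compared with its simulated range (only in the direction of the observed value, and with each separate-library fit against its own simulation) was also settled after the correlations had been seen.

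Alternatives planned before the data were examined were other pseudocounts (0.1 and 5), no filter and a mean of at least 50, scaling to the same total, the same upper quartile or the same quantiles, limma without a trend, a fit of only the 2 groups compared, leaving out each library in turn, a log2 fold change of at least 1, an adjusted p under 0.01, and for sets fry and camera with an estimated correlation. The edgeR 4.0.16 quasi-likelihood test with TMM factors and DESeq2 1.42.0 were run on the recovered reads. Removing each library's trend on GC content and transcript length, leaving out set members that share at least 20% of their 31-base words with other genes, and the second simulation were chosen after seeing the data. The trend removal also made the mean log2 value of the genes it covered equal in every library, so it rescaled the libraries as well. GC content, length and shared words came from the longest GENCODE v44 transcript of each gene and covered 11164 of 11242 tested genes (99.3%).

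The functions were tested on simulated counts drawn for the real genes from their means, dispersions and size factors. Of 198 genes changed by 1 on the log2 scale among 11205 tested, limma recovered 188 (94.9%), edgeR 189 and DESeq2 187, each with 13 calls among 10974 unchanged genes. A set of 33 genes shifted by 0.5 was called in 2 of 2 tests, and 0 of 38 other set tests were called.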

Results

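Gene expression was measured in 12 poly(A) RNA libraries of IMR90 human lung fibroblasts, 3 per group. The groups were proliferating cells and irradiated, senescent cells given DMSO, palbociclib, an inhibitor of the cyclin-dependent kinases CDK4 and CDK6, or ruxolitinib, an inhibitor of the Janus kinases. Over the listed genes, the recovered reads per library were 17234093 to 20766998 in proliferating cells, 14106799 to 16503624 in senescent DMSO cells, 17575263 to 21762412 with palbociclib and 18713012 to 21750962 with ruxolitinib. No replicate pair agreed within counting noise, so the spread between libraries sets the precision. After the authors' normalization the summed values still differed between groups, at 19409359 ± 336467 (SD, n = 3) in proliferating cells, 16554893 ± 192963 with DMSO, 19369896 ± 68982 with palbociclib and 16844894 ± 60521 with ruxolitinib. Scaling all libraries to the same total would shift the median gene by 0.23 on the log2 scale between senescent DMSO and proliferating cells, by -0.23 between palbociclib and DMSO and by -0.20 between palbociclib and ruxolitinib. The same upper quartile would shift it by 0.16 between senescent DMSO and proliferating cells. Changes below are relative to the authors' scaling.

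The first principal component of the 11242 tested genes held 68.2% of the variance and separated proliferating from irradiated libraries. The second held 16.3% and separated palbociclib libraries from the other irradiated ones.

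**Figure D1:**
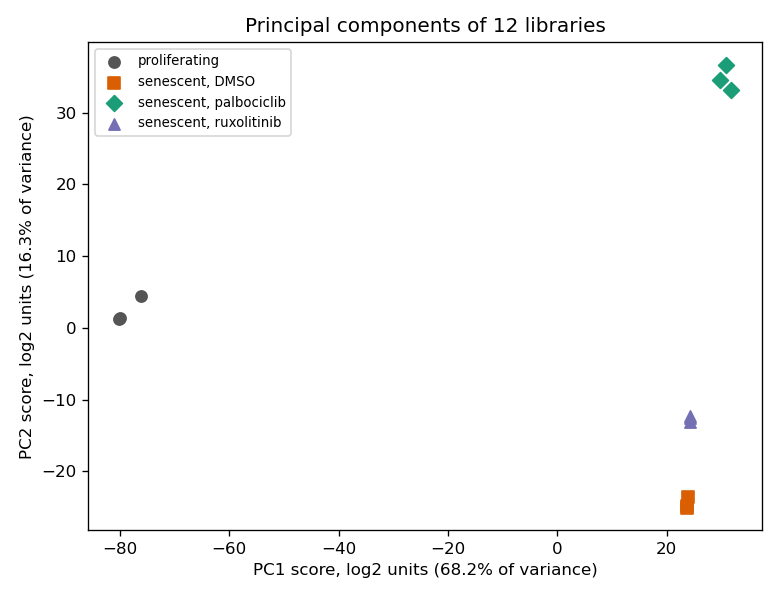
Scores of the 12 libraries on the first principal component (horizontal, 68.2% of variance) and the second (vertical, 16.3%), in log2 units, with 1 point per library and colours for the 4 groups. The 3 libraries of each group lie together, and the ruxolitinib libraries lie closer to the DMSO libraries than the palbociclib libraries do.

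The comparison of senescent DMSO with proliferating cells asked which genes differ after irradiation. In it, 3714 genes were higher and 4420 lower, of which 1244 and 1010 changed at least 2-fold. Higher genes made up 45.7% of calls, against 64.0% with every library scaled to the same total and 58.5% at the same upper quartile. The share was 51.9% under quantile normalization, 50.3% with edgeR and 50.3% with DESeq2. The balance of directions therefore rests on the scaling. The groups did not overlap for 75.1% of genes, where chance gives 10%. The largest increases were in interferon-stimulated genes. OAS2 (Entrez gene 4939) rose to 629.5 ± 35.8 normalized counts (SD, n = 3), at least 203-fold above proliferating libraries that held 3 reads or fewer. OAS1 (4938) was at least 105-fold higher and RSAD2 (91543) at least 69.5-fold higher. The largest decrease was in LMNB1 (4001), from 3911 ± 130 to 153.1 ± 29.3 (log2 fold change -4.68, SE 0.14, adjusted p 2.19e-13), followed by TMSB15A (11013), from 269.8 ± 10.3 to 15.8 ± 10.4 (log2 fold change -4.18, SE 0.33, adjusted p 1.52e-08).

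Of the 39 markers tested, 21 were higher and 13 lower in senescent DMSO than in proliferating cells, and 34 were called both over all genes and adjusted over the list alone. CDKN1A rose from 3389 ± 195 to 29150 ± 662 normalized counts (log2 fold change 3.11, adjusted p 4.55e-15), CXCL8 from 72.1 ± 9.91 to 1691 ± 136 (4.54, adjusted p 2.58e-14), IL6 from 151.9 ± 25.5 to 613.8 ± 52.6 (2.02, adjusted p 1.00e-09) and GDF15 from 121.6 ± 11.0 to 4447 ± 78.9 (5.19, adjusted p 4.55e-15). MKI67 fell from 13062 ± 2276 to 1011 ± 31.2 (log2 fold change -3.68, adjusted p 1.37e-13). CDKN2A did not differ beyond the spread (166.6 ± 20.6 and 174.4 ± 12.6, log2 fold change 0.07, adjusted p 0.595), and its call depended on the scaling, with an adjusted p of 0.0346 at the same total. Across its alternatives that p ranged from 0.0346 to 0.931.

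Of the 10 gene sets, 8 moved relative to the other genes in this comparison. The median log2 fold change was -2.78 for 52 cell cycle genes (camera adjusted p 5.11e-25), 1.47 for 52 secretory genes (6.84e-10), 2.28 for 48 interferon genes (2.18e-17), 1.18 for 35 p53 targets (7.99e-16), 0.53 for 27 NF-kB genes (8.53e-06), -0.90 for 30 matrix and contractile genes (1.33e-08), 3.05 for 14 polyadenylated histone genes (1.96e-05) and 0.51 for 33 lysosome genes (3.15e-07). These 8 calls held under camera with an estimated correlation. They also held under fry, but fry tests a change from 0 and not relative to the other genes. It called all 10 sets here, so it adds little to the relative claim. The sets of 22 JAK and STAT3 feedback genes (0.14, adjusted p 0.501) and 23 cholesterol synthesis genes (0.15, adjusted p 0.163) were not called, although fry called both.

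The comparison of palbociclib with DMSO asked what the CDK4/6 inhibitor changed in irradiated cells. It gave 2927 higher and 2505 lower genes, of which 68 and 606 changed at least 2-fold. Higher genes made up 53.9% of calls as deposited and 15.4% with every library scaled to the same total. The other scalings stayed nearer the deposited share, at 48.0% (same upper quartile), 54.6% (quantile normalization), 49.8% (edgeR) and 50.8% (DESeq2). The groups did not overlap for 54.8% of genes. The 5 largest increases were PAPPA2 (60676; log2 fold change 1.92, SE 0.23, adjusted p 8.12e-06), INHBB (3625; 1.90), MYCT1 (80177; 1.90), ADM2 (79924; 1.88) and PSAT1 (29968; 1.82). PSAT1 rose from 947.8 ± 53.5 to 3347 ± 37.1 normalized counts, beside 3451 ± 45.7 in proliferating cells. The largest decreases were in RSAD2 (log2 fold change -5.23, SE 0.72, adjusted p 2.77e-05), IFI44L (10964; -4.58, SE 0.35) and OAS1 (-4.45, SE 0.46). RSAD2 had no reads in library A119, and without that library its change was -3.97, smaller than that of IFI44L and OAS1 in the same fit, so its size and rank rest on that library.

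Among the markers, 4 were higher and 23 lower with palbociclib, and 27 were called both over all genes and adjusted over the list alone. MKI67 fell to 82.5 ± 9.87 normalized counts (log2 fold change -3.60, adjusted p 1.70e-12) and LMNB1 to 31.5 ± 5.89 (-2.24, adjusted p 7.77e-09), both further below proliferating cells than DMSO cells were. CDKN1A fell to 14779 ± 998 (-0.98, adjusted p 3.37e-09), CDKN2A to 120.3 ± 10.1 (-0.53, adjusted p 0.00151), CXCL8 to 192.9 ± 23.3 (-3.13, adjusted p 1.21e-11), IL6 to 229.3 ± 31.5 (-1.42, adjusted p 3.30e-07) and GDF15 to 925.9 ± 129 (-2.27, adjusted p 5.23e-11). CDK6 rose from 5307 ± 149 to 8642 ± 1283 (0.69, adjusted p 1.81e-05).

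With palbociclib the median log2 fold change was -1.51 for cell cycle genes (camera adjusted p 4.78e-35), -2.44 for interferon genes (2.18e-32), -0.78 for secretory genes (7.06e-07), -0.66 for NF-kB genes (3.15e-07), -0.48 for p53 targets (1.12e-10), -0.44 for JAK and STAT3 feedback genes (5.86e-05), 0.70 for matrix and contractile genes (1.87e-12) and 0.30 for cholesterol synthesis genes (0.000190). Polyadenylated histone genes fell by 0.43 on the log2 scale (0.00662), a call that did not hold under camera with an estimated correlation. Lysosome genes were not called (0.11, adjusted p 0.548), and the sign of their median reversed at the same total and under quantile normalization.

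The comparison of ruxolitinib with DMSO asked the same of the JAK inhibitor. It called 508 genes, of which 24.4% were higher and 384 genes lower. At least 2-fold changes were seen in 2 higher and 73 lower genes. The groups did not overlap for 31.9% of genes. These counts moved with the fit, to 843 higher and 998 lower genes when only the 2 groups compared were fitted, and to 38 higher (without A124) and 220 lower genes (without A122) at the lowest when 1 library was left out. The largest increase was in TNFRSF10D (8793), from 4580 ± 313 to 15872 ± 238 normalized counts (log2 fold change 1.79, SE 0.06, adjusted p 4.82e-11). OAS1, at 325.5 ± 15.2 normalized counts with DMSO, was left with 3 reads or fewer in each ruxolitinib library. OAS2 fell to 5.75 ± 2.87 (log2 fold change -6.63, SE 0.38, adjusted p 8.69e-09) and MX1 (4599) from 2477 ± 42.6 to 25.5 ± 4.06 (-6.56, SE 0.21, adjusted p 1.72e-11), beside 24.9 ± 4.60 in proliferating cells.

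Of the markers, 1 was higher and 9 lower with ruxolitinib, so that 10 were called over all genes and 14 adjusted over the list alone. SOCS3 fell from 538.3 ± 43.7 to 298.3 ± 19.2 normalized counts (log2 fold change -0.85, adjusted p 3.19e-05) and MKI67 to 700.2 ± 24.2 (-0.53, adjusted p 0.00828). CDKN1A (31744 ± 1333, log2 fold change 0.12, adjusted p 0.328), CXCL8 (1461 to 1713 over the 3 libraries, -0.09, adjusted p 0.759) and IL6 (487.5 ± 45.6, -0.33, adjusted p 0.191) were not called, although CDKN1A and IL6 were called when only the 2 groups were fitted.

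With ruxolitinib the median log2 fold change was -2.34 for interferon genes (camera adjusted p 4.23e-123), -0.33 for cell cycle genes (5.56e-21) and -0.27 for JAK and STAT3 feedback genes (4.46e-11). These 3 calls held under fry and under an estimated correlation, as did those for p53 targets (0.09, adjusted p 0.00981) and matrix and contractile genes (0.06, adjusted p 0.00570). The shifts of secretory genes (-0.10, 0.00120), NF-kB genes (-0.10, 0.00226), polyadenylated histone genes (-0.14, 0.0248) and lysosome genes (-0.05, 0.00896) were called by camera and fry but not with an estimated correlation.

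The inhibitors were compared directly, which gave 2561 genes higher and 1983 lower with palbociclib than with ruxolitinib. Higher genes made up 56.4% of calls as deposited, 15.7% at the same total and 45.8% at the same upper quartile. The share was 50.5% under quantile normalization, 50.9% with edgeR and 52.3% with DESeq2. The groups did not overlap for 51.8% of genes. The largest differences toward palbociclib were in IFI6 (2537; log2 fold change 2.92, SE 0.24), which shares 22.2% of its sampled sequence words with other genes and is uncertain for that reason, in PAPPA2 (2.82, SE 0.23) and in MX1 (2.42, SE 0.21), at 146.7 ± 49.5 against 25.5 ± 4.06 normalized counts. PSAT1 differed by 2.13 (SE 0.05). The largest differences toward ruxolitinib were in IL1B (3553), at 6.86 ± 3.69 with palbociclib and 115.9 ± 10.3 with ruxolitinib (-4.01, SE 0.40, adjusted p 1.69e-06), CXCL1 (2919; -3.86, SE 0.51) and C3 (718; -3.34, SE 0.22). Of the 39 markers, 7 were higher and 22 lower with palbociclib than with ruxolitinib, with 29 called over all genes and 30 adjusted over the list alone. CDKN1A differed by -1.10 (adjusted p 1.57e-09), MKI67 by -3.08 (1.35e-11) and CXCL8 by -3.04 (2.20e-11).

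**Figure D2:**
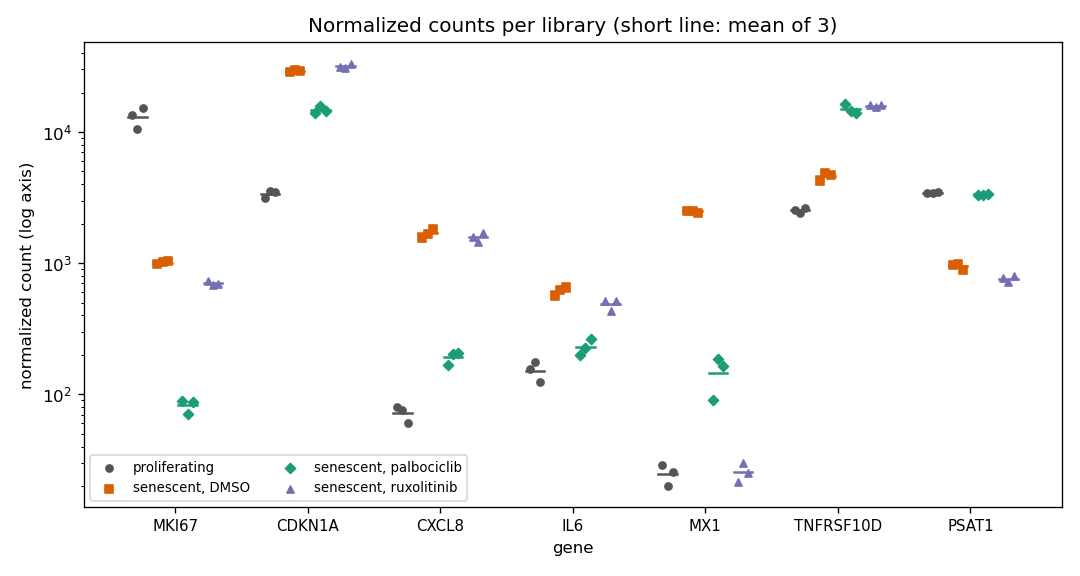
Normalized counts (vertical, log axis) of 7 genes in each of the 12 libraries, with 1 point per library, a short line at the mean of 3 and colours for the 4 groups. CXCL8 and IL6 are lower with palbociclib than with ruxolitinib, MX1 is lower with ruxolitinib, and TNFRSF10D lies between 13867 and 16296 in all 6 inhibitor-treated libraries.

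Between the inhibitors, 7 sets differed. The median was -1.15 for cell cycle genes (camera adjusted p 1.31e-34), -0.73 for secretory genes (8.09e-07), -0.44 for p53 targets (8.48e-16), -0.56 for NF-kB genes (1.31e-06), 0.54 for matrix and contractile genes (4.52e-12), 0.30 for cholesterol synthesis genes (0.000457) and 0.36 for interferon genes (0.000945). All 7 held under fry, and all but the interferon set held under an estimated correlation (interferon adjusted p 0.169).

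**Figure D3:**
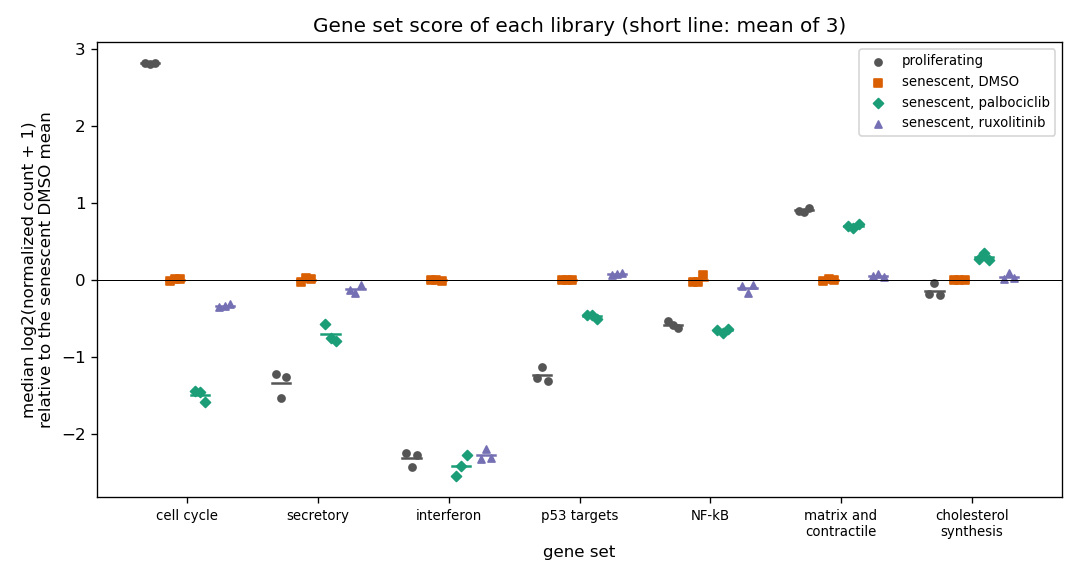
Score of 7 gene sets in each library, as the median over set members of log2(normalized count + 1) relative to the mean of the senescent DMSO libraries, with 1 point per library, a short line at the mean of 3 and colours for the 4 groups. Cell cycle scores average 2.81 in proliferating, -1.49 in palbociclib and -0.33 in ruxolitinib libraries, and interferon scores overlap between the inhibitors.

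Across the 8134 genes called between senescent DMSO and proliferating cells, the palbociclib effect correlated with the irradiation effect at Pearson r = -0.17, where simulated libraries without an inhibitor effect gave -0.06 (from -0.10 to -0.03), because the DMSO libraries enter both. Spearman's rho was -0.04, inside the simulated range of -0.08 to -0.03. With palbociclib 52.8% of these genes moved toward the proliferating level, against 49.2% to 51.1% in the simulation. The excess was in genes lower after irradiation (54.7%, simulated 48.9% to 51.3%), and the share of genes higher after irradiation, 50.6%, was inside its range of 48.5% to 51.4%. For ruxolitinib Pearson r was -0.21 (simulated -0.09 to -0.03), Spearman's rho was 0.02 (simulated -0.07 to -0.03) and 50.6% of genes moved toward the proliferating level, inside the simulated range. This pools 52.8% of the genes higher after irradiation (simulated 48.4% to 51.6%) with 48.7% of those lower after it (simulated 48.6% to 51.4%). Without the interferon and cell cycle sets, r was -0.15 for palbociclib (simulated -0.101 to -0.0227) and -0.0654 for ruxolitinib, which was inside its simulated range of -0.0897 to -0.0260. These correlations are across genes, which are not independent replicates. Among the 3714 genes higher after irradiation, palbociclib lowered 958 and raised 997, and ruxolitinib lowered 182 and raised 40. Among the 4420 genes lower after irradiation, palbociclib raised 1228 and lowered 973, and ruxolitinib raised 59 and lowered 147. These shares and counts are those of the authors' scaling. With every library at the same total, palbociclib raised 940 and lowered 5170 of all tested genes, so the count of 1228 cannot hold there.

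The palbociclib and ruxolitinib effects correlated across 11242 genes at Pearson r = 0.499 and Spearman's rho = 0.422. Because both effects share the DMSO libraries, simulations with no inhibitor effect also gave a correlation, with r of 0.498 (0.454 to 0.533) and rho of 0.442 to 0.474 at one spread for all groups. The groups differed in spread, from 0.695 of the pooled spread with ruxolitinib and 0.823 with DMSO to 1.36 with palbociclib. When the simulation used the spread of each group, a version made after the first result was seen, it gave 0.393 (0.352 to 0.433) for r and 0.341 to 0.379 for rho. These values follow from the spreads put in and hold for inhibitors without any effect, so neither shows how much the shared libraries add to the observed r. In the planned fit with separate DMSO libraries for the 2 effects, r was 0.387 to 0.430, where simulated values lay between -0.0592 and 0.0593 with one spread and between -0.0619 and 0.0559 with the spread of each group. Both inhibitors called 439 genes, 280 lower in both, 96 higher in both and 63 in opposite directions. If the calls were independent, 245 shared calls would be expected, a number that leaves out the shared DMSO libraries. Over all tested genes 65.9% changed in the same direction, against 53.4% to 55.3% in simulated libraries with one spread for all groups, where palbociclib kept its effect and ruxolitinib had none, and 52.7% to 54.8% with the spread of each group.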

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

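Of the tests below, those on scaling, GC content and transcript length, shared sequence and depth were written before their results were seen. No outlier test for single samples was run in the groups of 3. Each library was left out in turn, and libraries A119, A120 and A126, which lay apart on a principal component, are described under other observations.

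Palbociclib and ruxolitinib differed, in a direct test of the difference, on 7 of the 10 gene sets. The median log2 difference was -1.15 for cell cycle genes, -0.73 for secretory genes, 0.36 for interferon genes, -0.44 for p53 targets, -0.56 for NF-kB genes, 0.54 for matrix and contractile genes and 0.30 for cholesterol synthesis genes. A difference in scaling as the whole cause is argued against, since 7 of 7 sets kept their direction under 3 other scalings and their call under quantile normalization. Scaling to the same total or upper quartile shifts all genes of a library nearly alike, so it tests the direction and not the call. The sizes moved, to 0.10 for cholesterol synthesis genes and 0.16 for interferon genes at the same total. Over all alternatives the median ranged from 0.22 to 0.59 for matrix and contractile genes and from -0.93 to -0.42 for secretory genes. Direction and call held for 7 of 7 sets with each library's trend on GC content and transcript length removed, without members that share sequence with other genes, and with every library's reads drawn down at random to 14106799. These technical explanations are therefore not supported as the whole cause. The interferon difference is the weakest: it was not called with an estimated correlation (adjusted p 0.169, against a range of 1.01e-07 to 0.169 over its alternatives), and the interferon scores per library overlapped, at -2.55 to -2.28 with palbociclib and -2.32 to -2.19 with ruxolitinib. The mean scores also stood in the opposite order (-2.41 with palbociclib, -2.27 with ruxolitinib) to the positive median of gene differences, so the direction depends on how the genes are summarized. A batch that follows the groups was not tested, because the labels give none. That the inhibitors act on different kinases is a biological explanation that the design names and that stays open as a hypothesis.

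Each comparison set 3 libraries against 3, which makes 10 splits. In each of the 4 comparisons 1 of the 10 splits, the real one, gave as many called genes. The real splits gave 508 to 8134 called genes and all other splits gave 0. With 10 splits the share cannot fall under 0.1, so this count of splits alone does not decide. In 100 simulated data sets where ruxolitinib had no effect, the range of ruxolitinib calls was 0 to 1, against 508 observed. The simulated noise was independent between libraries and genes, as the test assumes, so few calls follow from that setting. Spread shared by the libraries of a group was not simulated, and these values do not decide whether it contributed to the ruxolitinib calls. The groups did not overlap for 31.9% to 75.1% of genes over the 4 comparisons, where chance gives 10% and genes are not independent.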

How the results depend on the processing

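No paired analysis was possible because the columns carry no replicate number. All other alternatives set before the data were examined were run. Removing the GC content and length trend, leaving out set members with shared sequence, and the simulation with a spread per group were chosen after seeing the data.

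Counts of called genes stayed within 1.5 times the reported ones except as follows. At a log2 fold change of at least 1 the counts were 1244 and 1010 (higher and lower) for senescent DMSO against proliferating, 68 and 606 for palbociclib against DMSO, 2 and 73 for ruxolitinib against DMSO, and 82 and 448 for palbociclib against ruxolitinib, by the construction of that threshold. At the same total per library they were 940 and 5170 for palbociclib against DMSO and 847 and 4531 for palbociclib against ruxolitinib. Removing the GC content and length trend gave 4442 higher genes for palbociclib and 587 for ruxolitinib against DMSO, and 3861 for palbociclib against ruxolitinib. That step also equalized the mean log2 value of the libraries, so these changes cannot be credited to GC content and length alone. For ruxolitinib against DMSO, quantile normalization gave 191 and DESeq2 199 higher genes, an adjusted p under 0.01 gave 34 and 212, and fitting only the 2 groups gave 843 and 998. That last change goes with the smaller spread of these groups. An adjusted p under 0.01 gave 1273 lower genes for palbociclib against ruxolitinib. Leaving out 1 library at a time gave 38 to 61 higher and 220 to 251 lower genes for ruxolitinib against DMSO, with fewer samples in each fit. The cause of the other changes was not tested. The edgeR test shared 7749, 5145, 499 and 4265 calls with limma, in the order of the comparisons.

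Among gene sets, the lysosome median reversed at the same total (-0.12 for palbociclib against DMSO, -0.0853 against ruxolitinib) and under quantile normalization (-0.0820 and -0.0363), and the JAK and STAT3 feedback median of palbociclib against ruxolitinib reversed without a filter (0.0340). None of these was called as reported, and only the first under quantile normalization was called. Calls were lost with an estimated correlation for histone genes (-0.43 for palbociclib, -0.14 for ruxolitinib), secretory (-0.10), NF-kB (-0.10) and lysosome genes (-0.0512) with ruxolitinib, and interferon genes between the inhibitors (0.36). With ruxolitinib, matrix genes lost their call under quantile normalization (0.00643) and histone genes without a filter (-0.11). Calls were gained under fry for JAK and STAT3 feedback (0.14) and cholesterol genes (0.15) after irradiation and for histone (-0.29) and lysosome genes (0.12) between the inhibitors, for histone genes between the inhibitors with a pseudocount of 5 (-0.27), with only the 2 groups (-0.29) and with the GC content and length trend removed (-0.30), for lysosome genes between the inhibitors without a filter (0.14), and for cholesterol genes with ruxolitinib without shared members (0.0612). Leaving out 1 library gave -0.16 to -0.12 for histone genes with ruxolitinib (call lost without A122) and 0.11 to 0.16 for lysosome genes between the inhibitors (call gained without A119). The cause was not tested.

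The correlation of the palbociclib with the irradiation effect weakened to -0.0117 over genes with a mean of at least 50. That is no longer more negative than the simulated range of -0.0959 to -0.0316, which holds for the genes of the reported value. A range for the genes with a mean of at least 50 was not computed. For the relation between the inhibitor effects, r of 0.499 lay inside the first simulated range and above the one with a spread per group, but both ranges are set by the spreads put in and decide nothing. With A116, A117 or A118 as the separate DMSO library r was 0.387, 0.430 and 0.405, each above its range under both simulations. The separate libraries remove, by construction, the noise that is independent between DMSO libraries. A shift common to all DMSO libraries would stay in both effects and was not simulated.

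Among single genes, CDKN2A after irradiation reversed with the GC content and length trend removed (-0.0507) and without A127 (-0.0359, from -0.0359 to 0.13 across the fits that left out 1 library). Of the other single-gene results, 4 became called and 0 lost their call: CDKN2A after irradiation at the same total, IL6 and CDKN1A with ruxolitinib when only the 2 groups were fitted, and CDKN1A with the GC content and length trend removed.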

Other observations

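The tests on low DMSO values, on residual cycling cells, on the depth of A120 and A126 and on the transcript length of genes with large spread were chosen after the values they use had been seen. The other tests were written before their results were seen.

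TNFRSF10D, which encodes a receptor of the ligand TRAIL, rose by about the same amount under both inhibitors (log2 fold change 1.70 with palbociclib and 1.79 with ruxolitinib). It was the largest increase with ruxolitinib, where only 2 genes rose at least 2-fold. Its relatives did not follow: TNFRSF10A changed by -0.72 and -0.13, TNFRSF10B by -0.14 and 0.09, and TNFRSF10C, which shares 32.1% of its words with other genes, by -1.80 and -0.21. Low values in the shared DMSO libraries are not excluded. The lowest treated library was 5.25 times the highest proliferating library, and DMSO cells lay above proliferating cells. Proliferating cells were not irradiated, however, so they do not show what level irradiated cells without an inhibitor should have. Reads from other genes are argued against, since 2.82% of its sampled words were shared. The scaling is argued against, since the smallest log2 fold change under 3 other scalings was 1.38. A response common to both inhibitors may explain the rise and is a hypothesis, since the gene was singled out and tested on the same libraries and no other irradiated control was measured.

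Libraries A120 (palbociclib) and A126 (proliferating) lay apart from their groups in the same direction on the fourth principal component (3.00% of variance), at -17.6 and -17.1. Another palbociclib library, A119, lay about as far on the other side (18.6), with A121 between them (1.37), so A120 is not the only palbociclib library apart. Of 54 pairs of libraries from different groups, theirs had the most similar deviations from the group means across genes (r = 0.277). In both libraries long transcripts were lower, with Spearman's rho between deviation and transcript length of -0.524 in A120 and -0.467 in A126. This is consistent with a technical source such as RNA quality, which was not recorded. With the trends on GC content and length removed r was 0.145, so they account for part of the likeness. With all libraries drawn down to the same number of reads r was 0.256 and still the highest of the 54 pairs (next 0.194), which argues against depth as the whole cause. An r above 0.3 had first been set as the limit for this, which the pair missed before reads were drawn down as well. No biological explanation was tested.

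Cell cycle genes fell further with palbociclib than in senescent DMSO cells. If a residual share of cells at the proliferating level had been lost, the fall could not exceed that share. The median fall over 52 genes was 0.0754 of the proliferating level, from -0.0161 to 0.229, and the fifth lowest level left with DMSO was 0.0810. The fall exceeded it for 22 genes, for 16 of them (30.8% of the 52) by over 2 standard errors, where chance gives 5.81% if genes vary independently, which they may not. By adjusted p the number of such genes was 7. A first test had compared the median fall with this level and left the question open. The values argue against the loss of cells at the proliferating level as the whole cause. Such a loss as part of the cause, the loss of cells with other levels and a fall within the remaining cells stay open, because the measurement averages over cells. An action of palbociclib on the cell cycle is a biological explanation that the design names and that was not tested apart from these.

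Several genes of amino acid synthesis rose with palbociclib, among them PSAT1 (1.82), PCK2 (1.28) and ASNS (1.27), genes that were noticed in the data. ASNS shares 97.9% of its words with other genes and is uncertain. A candidate explanation is the ATF4 programme. Of 37 genes listed for it, the 30 whose values had not been looked at rose by a median of 0.358 with palbociclib (camera adjusted p 3.56e-05, and unadjusted p 0.0202 with an estimated correlation), 21 called higher and 6 lower. The median was 0.131 at the same total. With ruxolitinib the same genes moved the other way, by -0.155. The list did not move as a whole, since ATF3 fell by 2.54 and DDIT3 fell by 0.82 on the log2 scale, and no part of the list was tested separately.

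The 50 genes with the largest spread between replicates for their level shared a mean of 12.8% of their words with other genes, against 6.82% for the other 11115 (difference 5.98 percentage points, two-sided permutation p 0.00882, 100000 permutations). Shared reads may therefore explain part of the spread, but only 7 of the 50 genes (14%) reached 20%, against 9.64% of the other genes. Their transcripts were also longer, with a median of 7919 bases against 3988 (difference 3931, two-sided permutation p 1e-05, the smallest that 100000 permutations can give). In 27 of the 50 genes (54%) A120 and A126 were both the lowest library of their group, against 25.2% of the other genes, so the length effect of these libraries may explain another part. Neither accounts for every gene. NAP1L4, with 4.08% shared, ranged from 55.3 to 836.3 normalized counts within palbociclib libraries, with A120 the highest. No biological explanation was tested.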
